A study of Mus musculus with 6 samples. Its data were reported in "CD4+ T cells display a spectrum of recall dynamics during re-infection with malaria parasites" (2024).

How the data were processed

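Splenic CD4+ T cells of C57BL/6J mice were profiled after infection with Plasmodium chabaudi chabaudi AS, with artesunate treatment from day 7. One set of 5 mice was sampled at day 30 without re-infection, and another set of 5 mice was re-infected at day 27 and sampled 3 days later. Each mouse carried its own hashtag antibody, and the 5 mice of a time point were pooled, sorted and loaded (about 33000 cells) on 1 channel of a droplet 5' kit. Cells low for CXCR3 and CD11a, which mark naive cells, and cells high for both were mixed 1:9 after sorting. The study elsewhere gives the added naive cells as 5%. The mix affects the share of naive-like cells. That share averaged 15.5% of a mouse's cells without and 7.51% with re-infection, so the stated mix alone does not fix it. The 6 samples are 3 kinds of library per time point (gene expression, hashtags and T cell receptors), and 0 sample columns were left unused. Because each time point is 1 gene expression library, a difference between time points and a difference between libraries cannot be separated by any model, and no library term could be fitted.

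The authors deposited raw UMI counts per gene and hashtag for every cell barcode, and tables of receptor contigs, made with Cell Ranger 6.1.1 from reads aligned to the mouse genome GRCm38. No normalization had been applied to the deposited counts. The gene expression matrices held 32286 genes, 18494 barcodes without re-infection and 17237 with re-infection. A row for GFP held 0 UMIs in both libraries. Coordinates were taken from the RefSeq annotation of the same build, GRCm38.p6, and gene names from the deposited matrices. Transcript lengths were matched by gene ID from an annotation of an older build, NCBIM37.

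Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Cells with 300 to 6000 detected genes and at most 10% mitochondrial UMIs were kept, which 18301 and 17156 barcodes passed without and with re-infection. Under 300 genes were found in 11 and 5 barcodes, over 6000 genes in 5 and 18, and over 10% mitochondrial UMIs in 188 and 63. Hashtag counts were assigned to mice with Seurat's HTODemux at a positive quantile of 0.99. This gave 14877 and 14597 singlets, 3615 and 2490 doublets (19.5% and 14.4% of barcodes) and 2 and 150 barcodes without a hashtag. Doublets were removed. Hashtags cannot show droplets holding a pair of cells of the same mouse, which from the doublets between mice were expected to number 1095 and 638, or 7.36% and 4.37% of singlet calls. No further doublet caller was run on expression. Singlets passing the filter numbered 14708 and 14539. Removal of iNKT-like clusters (990 and 898 cells) and of non-CD4 clusters (344 and 399 cells) left 13374 and 13242 cells, or 26616 of the 35731 barcodes. The study removed clusters high in Cd74 or Cd8a; no CD8 cluster was found here at resolution 1, but 1 of 130 cells was at resolution 1.5, so CD8 cells may remain.

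Of 17909 genes detected in at least 3 cells, 3000 variable genes were selected over both libraries together. Genes that differ between the libraries could therefore be among them. The 258 T cell receptor genes, S and G2M phase genes (43 and 54), 170 variable genes correlated with them (r over 0.15) and 13 genes whose change was an outcome were left out of clustering. The 13 were Ifng, Il10, Il2, Tnf, Il21, Ccl3, Ccl4, Ctla4, Lag3, Havcr2, Tigit, Sostdc1 and Mki67. The 2824 remaining genes were scaled to 10000 UMIs per cell, log-transformed and clipped at 10 SD. They gave 30 principal components, a graph of 15 neighbours and Leiden clusters at resolution 1 (4 iterations, seed 1). The libraries were not integrated. Most clusters came mainly from 1 library and may carry differences between libraries. Clusters mainly from 1 library also occurred with genes centred within libraries. No integration was run, so the cause was not tested.

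No cell annotation was used here, and names were rebuilt from marker lists fixed before the data were examined. Also fixed then were the filters on cells and genes, most of the alternatives and the tests, apart from those named below as chosen afterwards. The lists included Ccr7, Lef1, Dapl1 and Igfbp4 (naive-like, with Cxcr3, Cd44 and S100a4 low), Ccr7, Tcf7, Klf2 and Il7r (central memory, Tcm-like), S100a4, Cxcr6, Nkg7, Gzmb and Lgals3 (Th1-like), Cxcr5, Tox2, Asap1, Tnfsf8, Slamf6 and Tbc1d4 (T follicular helper, Tfh-like), Pdcd1, Bcl6, Cxcr5, Tox2, Il4 and Angptl2 (germinal centre, GC Tfh-like), and Foxp3, Ikzf2, Ikzf4 and Il2ra (regulatory, Treg-like). Further lists covered interferon-high, iNKT, B or antigen-presenting, myeloid, CD8 and erythroid cells. Clusters 2, 9 and 12 were named Th1-like, cluster 0 Tcm-like, clusters 1, 5 and 7 Tfh-like, cluster 14 GC Tfh-like, cluster 3 Treg-like, clusters 4 and 11 naive-like, cluster 6 iNKT-like, cluster 10 interferon-high and clusters 15 and 18 B or antigen-presenting. No cluster took the myeloid, CD8 or erythroid name, and clusters 8, 13, 16 and 17 stayed unnamed. Tcm-like and Tfh-like clusters were pooled as Tcm/Tfh-like.

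The limits of the naming were set after the clusters had been seen. A name required 3 markers detected in 10% of cells, a mean marker score of at least 0.5 and a marker among the top 10 genes by fold. Cluster 9, with 740 singlets without re-infection, met the last limit within its own library (Nkg7) but not over both libraries. A GC Tfh-like name also required a score 0.1 above the Tfh-like score. That margin kept cluster 1, with 1.57% of singlets without and 25.2% with re-infection, out of the GC Tfh-like class. The limit of 15% on detection of Cxcr3, Cd44 and S100a4 kept cluster 8 (6.36% and 1.75% of singlets) out of the naive-like class. For want of leading markers, cluster 13 (1.83% and 2.61%) was kept out of Tfh-like cells and cluster 17 (1.32% and 0.0550%) out of Th1-like cells. Clusters with contigs in under 50% of cells counted as non-CD4, as cluster 16 did. Antigen-experienced cells were all clusters but naive-like, iNKT-like and non-CD4, unnamed ones included. Different clusters held most of a class at each time point, so comparisons within a class are comparisons between clusters 9 and 12 and clusters 2 and 12 (Th1-like), or 0 and 7 and 1 and 5 (Tcm/Tfh-like). Naive-like cells came from cluster 4 without re-infection and mainly from cluster 11 with it. A difference from the study may come from these rebuilt names.

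Cells were not treated as replicates. Raw counts were summed per mouse and class, with at least 20 cells per mouse required, and 5 mice were compared with 5. Changes were tested with edgeR (filterByExpr, TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05), and a log2 fold change is with re-infection over without. Genes of the marker lists and receptor genes were left out of the counts of changed genes. A difference in change between a pair of classes was tested as an interaction with the mouse as a block. The study used a Bayes factor from scVI, which treats cells as replicates and was not used here. The procedure was tested on simulated data with 200 genes changed by a log2 of 1. Its recovery was 91.5% for all antigen-experienced cells (11611 genes run), 87.5% for Th1-like cells (9601), 94% for Tcm/Tfh-like cells (10546), 83% for GC Tfh-like cells (2641) and 91% for Treg-like cells (8209). Recovery was 36.5% for the interaction of Th1-like and GC Tfh-like cells (7714), where 12.0% of calls were false. Most simulated genes were unchanged, and as many were raised as lowered. In the real data 72.0% of tested genes changed in all antigen-experienced, 58.0% in Th1-like and 66.7% in Tcm/Tfh-like cells. The simulation did not test recovery or false calls with so many changed genes.

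Genes named in the text were chosen by a fixed rule. A list of 24 genes was reported in every comparison where tested: Cxcr6, Ifng, Il10, Il2, Tnf, Il21, Ccl3, Ccl4, Ctla4, Lag3, Havcr2, Tigit, Mki67, Cxcr5, Bcl6, Pdcd1, Sostdc1, Ccr7, Tcf7, Klf2, Il7r, Gzmb, Tnfrsf4 and Foxp3 (within a class, without marker genes). A further gene of that list as fixed beforehand, and some of the markers used for naming, are not reported here. To these were added the 5 genes with the largest rise and the 5 with the largest fall per comparison, among genes past the threshold with a mean of at least 20 CPM (counts scaled by library size), no overlap between mice of the time points, no receptor gene and, within a class, no marker gene. The 5 genes with the smallest adjusted p of the interaction came last. The change in CPM of genes that lead a cluster of a class was not reported within that class, which does not extend to the shares of cells with Mki67 or with both Ifng and Il10, set as comparisons of their own: Il10, Cdkn1a, Nebl, Trat1, Ifng and Havcr2 in Th1-like cells, Gm45552, Arl4c and Il21 in Tcm/Tfh-like cells, Ctla4 and Tnfrsf4 in Treg-like cells.

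To compare shares of cells with a UMI across depths, each cell with at least 2000 UMIs was thinned to 2000 UMIs and shallower cells were left out. Shares were compared by exact two-sided permutation tests over the 252 splits of 10 mice, whose smallest p is 0.00794. Clones were cells of 1 mouse with the same nucleotide CDR3 and V gene in 1 productive TRB chain and in TRA. Expanded clones were compared at 1024 cells per mouse (mean of 100 draws), the number in the mouse with the fewest, which was mouse 2 without re-infection. Sharing of clones between sets of cells was set against 10000 shuffles of clone labels within mice, whose smallest p is 0.0001. A pair of contig chains defined clones in 8938 of 11191 antigen-experienced cells without and 10302 of 12154 with re-infection.

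Alternatives were DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, each mouse left out, the hashtag number as a block, singlets called at 70% of hashtag counts, sums thinned to equal UMIs, cells drawn to equal numbers, resolutions of 0.5 and 1.5, genes centred within libraries, cell cycle and outcome genes kept in clustering, other numbers of UMIs, another rule for cycling, and other clone definitions. Intervals are exact binomial (Clopper-Pearson) at 95%, and the limit for a count of 0 is 3 counts; both cover counting error only. Velocity, trajectories and the integration of the study were not analysed here.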

Results

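Transcriptomes, hashtags and T cell receptors of single splenic CD4+ T cells were measured in 5 mice at day 30 after a first infection and treatment, and in 5 mice sampled 3 days after re-infection. The gene expression library without re-infection held 104817554 UMIs in 18494 barcodes, with a median of 4655 UMIs and 1834 genes. The library with re-infection held 132759729 UMIs in 17237 barcodes, with a median of 6105 UMIs and 2223 genes. Hashtags gave 65994849 and 56939937 UMIs, and the receptor libraries 36060 and 33930 productive contigs. After filtering and removal of doublets, 14708 and 14539 cells of single mice remained, of which 11191 and 12154 were antigen-experienced. Depth per mouse over these cells was 6605794 to 19802024 UMIs without re-infection and 12903840 to 20296189 with it. In the iNKT-like cluster, which was left out of the antigen-experienced cells, 86.2% and 89.5% of cells with a TRA chain carried TRAV11 with TRAJ18.

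The first comparison asked how the antigen-experienced cells as a whole differed 3 days after re-infection. Of 11570 genes tested, 8325 changed, 4051 upward and 4274 downward (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05; 5 against 5 mice). More than a 2-fold change was seen upward in 689 genes and downward in 597. In 56.4% of the tested genes every mouse of one time point lay above every mouse of the other, where chance gives 0.794%. Of the alternatives, the DESeq2 Wald test moved the number of changed genes most, to 7819. The time points differ in library as well as in infection, and in naive-like cells of the same libraries 1087 of 7851 tested genes changed too. The make-up of the pooled cells also shifted, with Th1-like cells at 11.04% and 31.5% of antigen-experienced cells and Treg-like cells at 12.7% and 8.89%, so that a pooled change can come from class shares as well as from change within cells.

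The largest rise was that of Il10 (ENSMUSG00000016529; chromosome 1, 131019845 to 131024970, GRCm38), from 0.95 ± 0.448 to 90.6 ± 20.7 CPM (SD, n = 5 each), a log2 fold change of 6.37 (SE 0.264, adjusted p 1.43e-11). Ccl4 (ENSMUSG00000018930; chromosome 11, 83648624 to 83664683) rose by 6.00 (SE 0.351, adjusted p 5.88e-10), from 3.38 ± 3.22 to 269 ± 99.6 CPM; its annotated span overlaps that of Ccl3, so counts of the pair are uncertain. Cdkn1a rose by 5.78 to 98.5 CPM, Gcg by 5.63 to 63.5 CPM and Gzmb by 5.56 to 442 CPM. Single mice without re-infection held much of the low starting level of some of these genes, and the rise was 7.08 for Ccl4 without mouse 3 and 6.46 for Gcg without mouse 5. Il7r (chromosome 15, 9506159 to 9529941) fell most, from 458 ± 53.4 to 54.7 ± 5.79 CPM, with a log2 fold change of -3.06 (SE 0.0825, adjusted p 1.69e-13). Dapl1, Cd226, Trat1 and Rps27 followed with -2.14, -1.92, -1.86 and -1.85. Dapl1 is a naive-like marker and was among the leading genes of unnamed cluster 8, which counted as antigen-experienced. That cluster went from 6.36% to 1.75% of singlets, so the fall of Dapl1 may come partly from this shift. Rps27 has near-identical copies in the genome and a transcript of 345 nt. In each of these 10 genes every mouse of one time point lay above every mouse of the other.

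Of the list of 24 genes, 23 changed over all genes tested and 23 adjusted over the list alone. The list was drawn up here from genes that the study names, and the study used these data, so the second count is not independent evidence. Ifng rose by 4.03 on the log2 scale (SE 0.113, adjusted p 2.45e-13), from 14.95 to 245 CPM. Il21 rose by 3.96, Ccl3 by 5.54 (7.81 without mouse 3 of the group without re-infection), Lag3 by 4.03, Havcr2 by 4.24, Tigit by 3.27, Ctla4 by 2.43 and Tnfrsf4 by 2.54. Tnf rose by 0.35 (SE 0.0858, adjusted p 0.00191). Il2 did not pass the threshold (-0.38, SE 0.218, adjusted p 0.128), and 1 cell held 33.2% of its UMIs in mouse 1 without re-infection. With each mouse left out its change was -0.483 to -0.0214. The others of the list were Mki67 (1.49), Cxcr5 (1.11), Bcl6 (0.86), Pdcd1 (1.48), Sostdc1 (2.5), Cxcr6 (1.78), Ccr7 (-1.27), Tcf7 (-0.49), Klf2 (-0.67) and Foxp3 (-0.62), all past the threshold.

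The study compared 4 states of memory cells before and after re-infection, and the same question was asked of the classes rebuilt here. Th1-like cells (1194 and 3857 cells, 142 to 350 and 501 to 961 per mouse) had 5594 changed genes of 9639 tested, 2753 upward and 2841 downward. Most of these cells lay in clusters 9 and 12 without and in cluster 2 with re-infection. Tcm/Tfh-like cells (6365 and 6072 cells), mostly in clusters 0 and 7 without and 1 and 5 with re-infection, had 6993 of 10483, 3444 upward and 3549 downward. Treg-like cells (1418 and 1074 cells) had 1383 of 8220, 824 upward and 559 downward. GC Tfh-like cells (304 and 247 cells, 29 to 99 and 32 to 56 per mouse) had 168 of 2779, 97 upward and 71 downward. Summed counts per mouse ranged from 915007 to 9095732 UMIs in Th1-like cells and from 96024 to 368270 in GC Tfh-like cells, so these numbers were not obtained at equal UMIs or cells.

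When every class and mouse was thinned to 96024 UMIs, 10 thinnings gave 596 to 652 changed genes in Th1-like cells, 474 to 533 in Tcm/Tfh-like cells, 188 to 244 in Treg-like cells and 115 to 153 in GC Tfh-like cells. The ratio of Th1-like to GC Tfh-like cells was 33.3 with all counts and 4.11 to 5.43 at equal UMIs per mouse. With as many cells drawn per mouse as GC Tfh-like cells before thinning, which was chosen after the data were seen, Th1-like cells had 499 to 616 changed genes over 10 draws, and the ratio was 3.85 to 5.42. The number for GC Tfh-like cells moved most with the clustering. It rose to 1314 when cell cycle and outcome genes were kept in, a clustering that put more cells of the library with re-infection in the class.

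**Figure D1:**
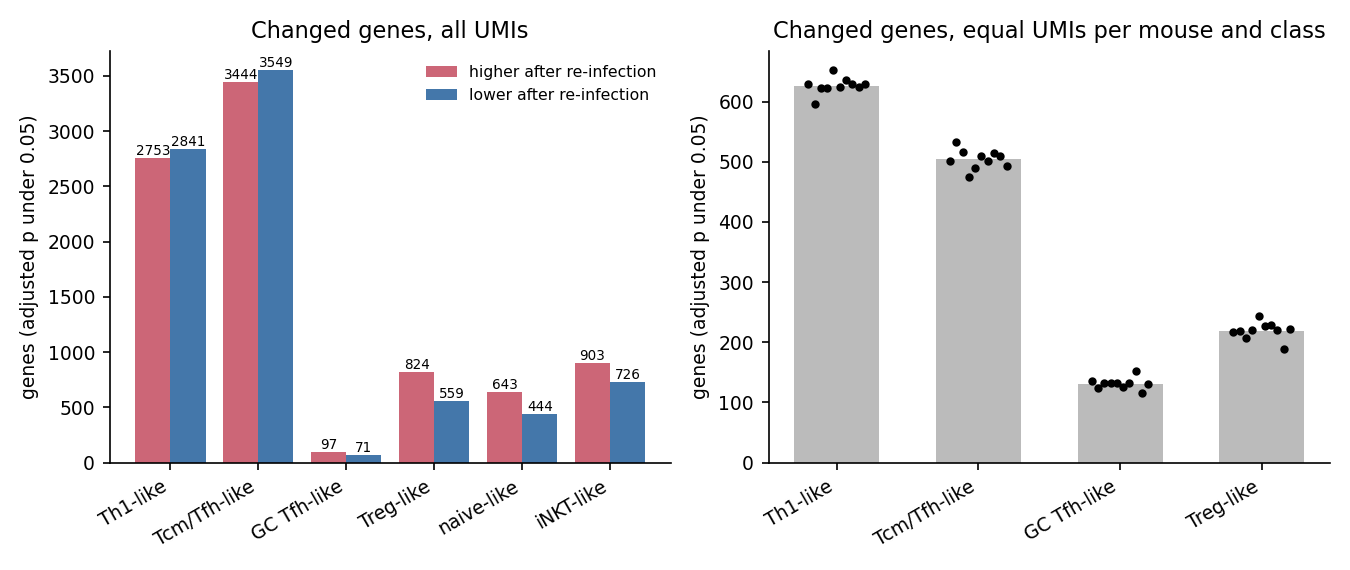
Numbers of genes changed between 5 mice without and 5 mice with re-infection, by class (left, all counts; upward and downward) and after thinning every mouse and class to 96024 UMIs (right; bars, mean of 10 thinnings; dots, single thinnings). At equal UMIs Th1-like cells had 596 to 652 changed genes and GC Tfh-like cells 115 to 153.

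A gene that passes the threshold in one class and not in another is not thereby shown to change differently, and the difference itself was tested. The change differed between Th1-like and GC Tfh-like cells in 1041 of 7881 genes (edgeR interaction, adjusted p under 0.05), being larger in Th1-like cells in 549 and smaller in 492. The smallest adjusted p was that of Tigit (ENSMUSG00000071552; chromosome 16, 43626137 to 43665125), which rose by 4.08 in Th1-like and by 0.53 in GC Tfh-like cells, a difference of 3.52 (SE 0.142, adjusted p 7.40e-26). Ctla4 differed by 3.99 (SE 0.202, adjusted p 1.13e-21), Il21 by 4.72 (SE 0.25, adjusted p 4.19e-21; 5.37 without mouse 3 of the group without re-infection) and Lag3 by 3.87 (SE 0.213, adjusted p 1.64e-20). Nsg2 differed by -3.40 (SE 0.191, adjusted p 3.05e-20), falling by 3.66 in Th1-like cells. The smallest differences over all alternatives were 2.31 for Tigit, 3.32 for Ctla4, 2.83 for Il21, 2.38 for Lag3 and -2.39 for Nsg2. Keeping cell cycle and outcome genes in the clustering raised the number of differing genes to 2945, and thinning to equal UMIs lowered it to 304. GC Tfh-like cells were a single cluster found at both time points, which clustering without integration may fill with cells that changed little. Th1-like cells lay mostly in different clusters at each time point. A margin set after the clusters had been seen also kept a cluster, mainly from re-infected mice, out of the GC Tfh-like class. A larger change in Th1-like cells may therefore be partly built in by the naming.

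In Th1-like cells the largest rises beside cluster-leading genes were those of Il21 (ENSMUSG00000027718; chromosome 3, 37222759 to 37232636), Sccpdh and Lag3. Il21 rose from 7.33 ± 5.79 to 279 ± 39.4 CPM, by a log2 of 5.11 (SE 0.229, adjusted p 7.72e-12; 5.94 without mouse 3 of the group without re-infection). Sccpdh rose by 5.07 to 246 CPM, and Lag3 by 4.96 from 28.4 ± 14.4 to 955 ± 35.4 CPM. Among genes with a mean of at least 20 CPM that lead no cluster of the class, Nsg2, Id3 and Cd226 fell most, with -3.66, -3.61 and -3.46. Il2 fell from 25.1 ± 4.40 to 0.685 ± 0.353 CPM, by a log2 of -5.05 (SE 0.249, adjusted p 2.79e-11), while Tnf did not pass the threshold (-0.32, adjusted p 0.0923). Tnf did pass under 5 alternatives, among them those without mouse 5 of the group without re-infection (-0.42) and without mouse 1 of the re-infected group (-0.39), while over all alternatives its adjusted p was 0.000549 to 0.431. Ctla4 rose by 4.52, Tigit by 4.08 and Tnfrsf4 by 4.26. Ccl3 rose by 3.90 (SE 0.671, adjusted p 9.32e-05) and Ccl4 by 4.64 (SE 0.510, adjusted p 6.64e-07), and without mouse 3 of the group without re-infection, where 1 cell held nearly all UMIs of both genes, by 7.99 and 8.14. Of the list, 11 of 12 genes tested in Th1-like cells changed, over all genes and adjusted over the list alone.

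In Tcm/Tfh-like cells the largest rises were those of Tk1 (chromosome 11, 117815519 to 117826087; 4.03, SE 0.185, adjusted p 1.21e-13), Rrm2 (3.69), Ccna2 (3.6), Spc24 (3.59) and Tigit (3.57, SE 0.0805, adjusted p 2.01e-18). This ranking holds among genes with a mean of at least 20 CPM. The smallest rises over all alternatives were 1.96 for Tk1, 0.943 for Rrm2, 1.37 for Ccna2, 1.78 for Spc24 and 3.48 for Tigit. Tk1 rose from 4.32 ± 3.05 to 59.9 ± 7.49 CPM. Among genes of that level that lead no cluster of the class, Tsc22d3, Pik3r5 and Rasgrp2 fell most, with -2.48, -2.44 and -2.41. Ifng rose by 1.57, Tnf by 0.58, Ctla4 by 1.76, Lag3 by 3.48, Tnfrsf4 by 2.81 and Sostdc1 by 3.08. Il10 rose by 3.97 (SE 0.555, adjusted p 2.53e-06), to 3.99 CPM, and by 5.33 without mouse 5 or 3.36 without mouse 3 of the group without re-infection. Il2 did not pass the threshold (0.06, adjusted p 0.837), but rose by 0.53 (adjusted p 0.000595) without mouse 1 of the group without re-infection, where 1 cell held 41.7% of its UMIs. Its sign changed under 7 other alternatives, with none of these past the threshold, and its adjusted p over all alternatives was 0.000595 to 0.992. Of the list, 9 of 10 genes tested changed, over all genes and adjusted over the list alone.

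In GC Tfh-like cells Sostdc1 (chromosome 12, 36314169 to 36318452) rose most, from 235 ± 156 to 805 ± 145 CPM, by a log2 of 1.65 (SE 0.219, adjusted p 3.38e-06). Its rise was not past the threshold when cell cycle and outcome genes were kept in the clustering (0.14, adjusted p 0.688; 5.60e-31 to 0.688 over all alternatives), and neither were those of Tpi1 (0.37) and Pim2 (0.18). Tpi1 rose by 1.60, Pgam1 by 1.04, Lag3 by 1.03 and Pim2 by 1.02; Tpi1 and Pgam1 have near-identical copies and are uncertain. Pet100, mt-Nd3, Atp5k, Rps29 and Rpl38 fell most, with -1.73, -1.33, -1.30, -1.28 and -1.20. All but Pet100, whose transcript length was not known, have transcripts of 348 to 457 nt. Tigit rose by 0.53 (SE 0.118, adjusted p 0.00321) and Tnfrsf4 by 0.73 (SE 0.195, adjusted p 0.0179), the latter not past the threshold without mouse 1 or 3 of the group without re-infection or mouse 1, 2 or 5 of the re-infected group, or with cell cycle and outcome genes kept in the clustering (0.337). Il21 (0.32, adjusted p 0.323), Ctla4 (0.50, adjusted p 0.142) and Tnf (0.39, adjusted p 0.61) did not pass. Under clusterings that placed other cells in the class, Il21 did pass, at resolution 0.5 (1.70), with centred genes (1.86) and with cell cycle and outcome genes kept (0.61), as did Ctla4 at resolution 0.5 (1.62) and with centred genes (1.51). Over all alternatives the rise was 0.337 to 2.01 for Tnfrsf4, 0.436 to 1.86 for Tigit and 0.666 to 2.64 for Lag3. Of the list, 4 of 7 genes tested changed over all genes and 5 adjusted over the list alone.

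In Treg-like cells Socs3 (chromosome 11, 117966079 to 117970336) rose by 2.83 (SE 0.0926, adjusted p 5.77e-16), from 56.1 to 399 CPM, followed by Gadd45g (2.79), Lilrb4a (2.62), Dgat1 (2.44) and Ly6a (2.41). Lilrb4a and Ly6a belong to families of similar genes and are uncertain. The largest falls were those of mt-Nd3 (-2.0), Hist1h2ak (-1.92), Rps28 (-1.41), Rpl38 (-1.40) and Rps29 (-1.37), of which mt-Nd3, Rps28, Rpl38 and Rps29 have transcripts of 348 to 457 nt. Il10 rose by 2.21 (SE 0.432, adjusted p 0.000692), from 3.54 to 17.6 CPM with overlapping mice, and by 3.15 without mouse 1 of the group without re-infection. Lag3 rose by 1.63 and Tigit by 0.99, and Tnf did not pass (0.15, adjusted p 0.555). Of the list, 5 of 6 genes tested changed, over all genes and adjusted over the list alone.

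**Figure D2:**
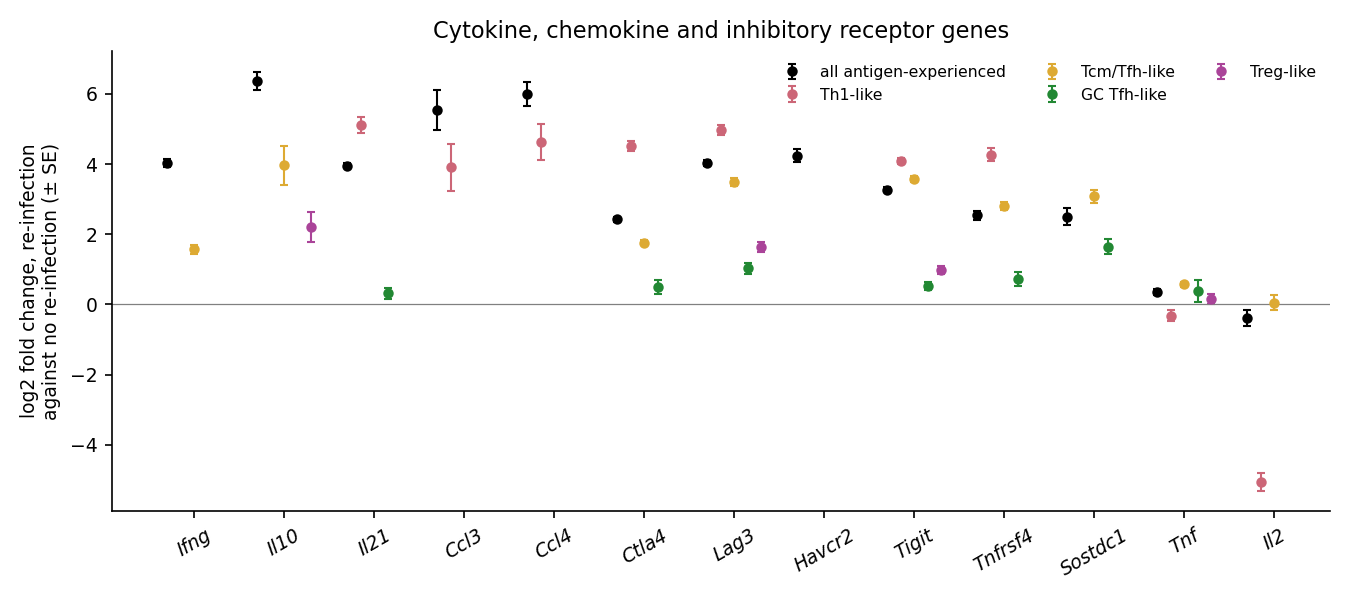
Log2 fold change (with re-infection over without; error bars, SE; 5 against 5 mice) of 13 genes in all antigen-experienced cells and in each class, with genes that lead a cluster of a class and genes not tested left out. Tigit rose by 4.08 in Th1-like cells and by 0.53 in GC Tfh-like cells.

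The share of cells with an Mki67 UMI asked which classes held cycling cells. At 2000 UMIs per cell, the share in Th1-like cells rose from 7.13% ± 1.75 to 23.2% ± 0.862 (SD, n = 5 each; exact two-sided permutation p 0.00794, the smallest possible), and without thinning from 13.1% to 44.0%. The rise went with a change of clusters: the share was 1.93% in cluster 9 without and 24% in cluster 2 with re-infection, while in cluster 12, with many cells at both time points, it was 15.6% without and 13.8% with re-infection. In Tcm/Tfh-like cells it rose from 1.53% ± 0.335 to 6.56% ± 0.799 (exact p 0.00794; unthinned, 2.52% to 13.5%). In GC Tfh-like cells it was 1.12% ± 1.21 and 0.690% ± 1.54 (exact p 0.683; unthinned, 2.31% and 1.03%), from 4 of 286 cells without and 1 of 190 with re-infection. In Treg-like cells it was 6.37% ± 2.81 and 5.60% ± 1.74 (exact p 0.619; unthinned, 12.6% and 12.5%). Naive-like cells, as the background, gave 0.761% ± 0.329 and 0.746% ± 0.329 at median depths of 4700 and 3752.5 UMIs. Median depths of the cells used were 4334 and 9266 UMIs in Th1-like, 4307 and 5796 in Tcm/Tfh-like, 3352 and 2674.5 in GC Tfh-like and 5044.5 and 4536.5 in Treg-like cells. The shares of GC Tfh-like cells were near the background, and a difference between time points was not detectable at this number of cells. Among antigen-experienced cells as a whole the share rose from 3.30% to 12.5%. Unnamed cluster 13, which belongs to no class, had a higher share than cluster 2 with re-infection. Pooled over mice, it was 23.7% of 135 cells without and 39.5% of 276 cells with re-infection. The highest marker score of cluster 13 was Tfh-like, so the shares by class may miss cycling Tfh-like cells. Shallower cells left out numbered 17 and 19 in Th1-like, 152 and 140 in Tcm/Tfh-like, 18 and 57 in GC Tfh-like and 34 and 38 in Treg-like cells. The alternative without thinning moved the difference in Th1-like cells most, to 30.9 percentage points from 16.1.

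**Figure D3:**
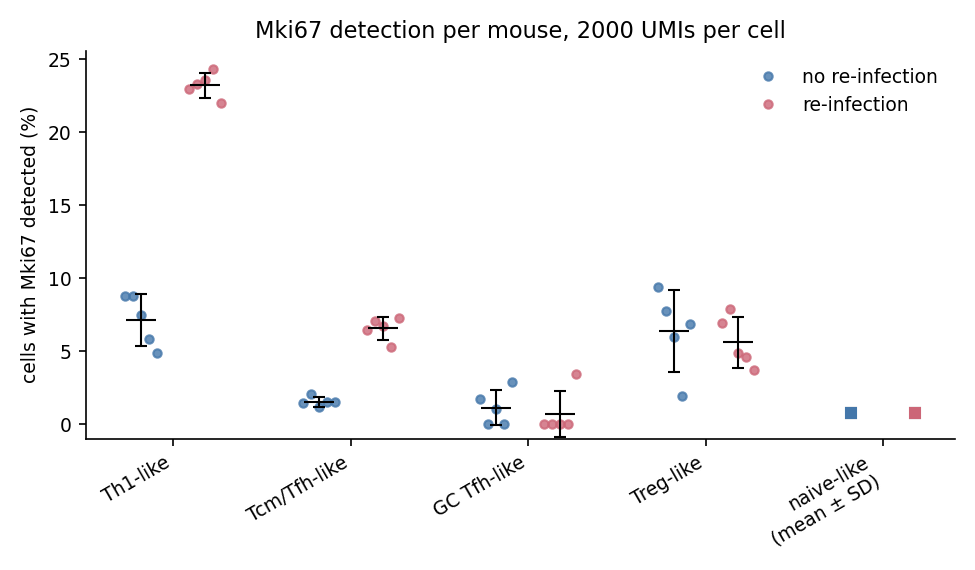
Percent of cells with an Mki67 UMI at 2000 UMIs per cell, by class (dots, mice; bars, mean ± SD over 5 mice per time point; squares, naive-like cells, mean ± SD). The share in Th1-like cells rose from 7.13% to 23.2%, and naive-like cells stayed at 0.761% and 0.746%. Unnamed clusters are not shown.

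The study defines Tr1 cells by Ifng together with Il10, and cells with UMIs of both genes were counted. At 2000 UMIs per cell their share of antigen-experienced cells rose from 0.0260% ± 0.0448 to 3.65% ± 0.682 (SD, n = 5 each; exact two-sided permutation p 0.00794), and unthinned from 0.0383% to 9.72%. These shares left out 383 and 362 shallower cells. In Th1-like cells the share rose from 0.0575% ± 0.129 to 11.02% ± 3.12 (exact p 0.00794; unthinned, 0.0571% to 30.1% ± 6.84). In Tcm/Tfh-like cells it was 0.0353% and 0.234% (exact p 0.127), and unthinned 0.0588% and 0.508% (exact p 0.0159). Cluster 2 held 95.1% of the cells with both genes after re-infection. Naive-like cells had 0 of 2152 cells without and 0 of 1042 with re-infection, the latter allowing a share of up to 0.288%. Left out as shallower were 31 and 46 naive-like cells.

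Sostdc1 was detected in 13.2% ± 6.75 of GC Tfh-like cells without and 24.4% ± 3.46 with re-infection (n = 5 each; exact two-sided permutation p 0.00794), and unthinned in 13.5% and 25.3% (exact p 0.0238). Naive-like cells gave 0.0536% and 0% (0 of 1042 cells, which allows up to 0.288%), and Tcm/Tfh-like cells 1.03% and 8.03%.

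**Figure D4:**
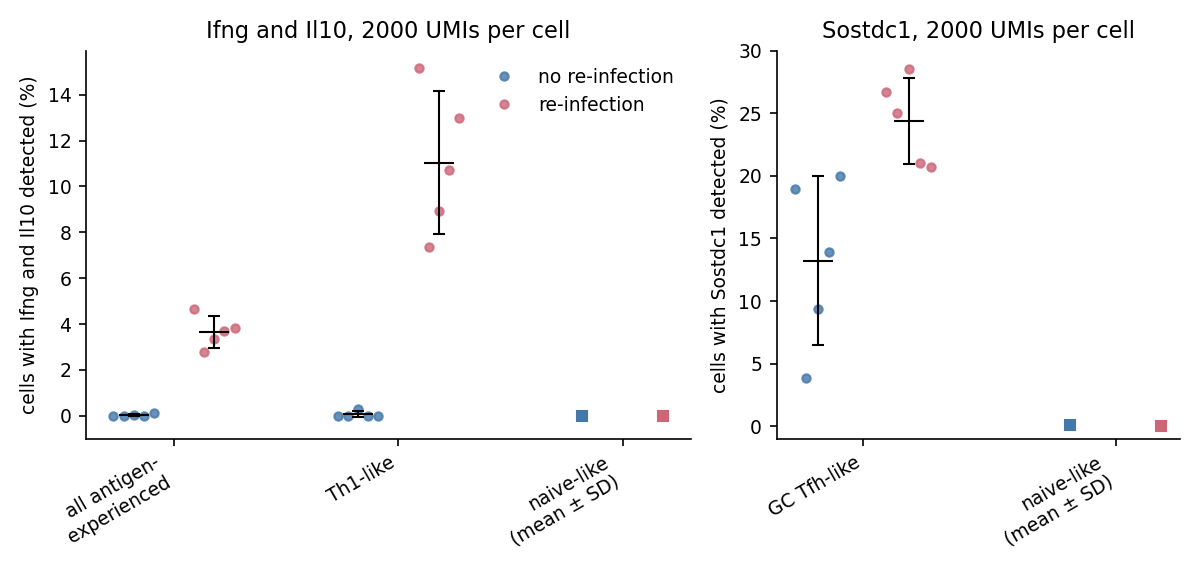
Percent of cells with UMIs of both Ifng and Il10, and percent with Sostdc1, at 2000 UMIs per cell (dots, mice; bars, mean ± SD over 5 mice per time point; squares, naive-like cells, mean ± SD). With re-infection 11.02% of Th1-like cells had both genes, and 24.4% of GC Tfh-like cells had Sostdc1.

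Receptors were compared to ask whether clones had expanded and whether they spread over classes. In 1024 cells per mouse, 8.86% ± 1.82 without and 10.9% ± 1.40 with re-infection belonged to clones of at least 2 cells (n = 5 each; exact two-sided permutation p 0.103), a difference that was not shown. With all cells the shares were 12.6% and 17.9%. The largest clones had 25 and 14 cells. Counting only clones of 4 or more cells moved the difference most, to -0.345 percentage points, and without mouse 2 of the group without re-infection, which had the fewest cells, it was 3.02 (exact p 0.0317) with 1208 cells drawn per mouse and 2.57 (exact p 0.0476) with 1024. The percent of same-clone pairs of cells that lay in different classes was averaged with each clone weighted equally. It was 30.1% ± 5.45 without and 35.4% ± 3.79 with re-infection (exact p 0.103). With each pair of cells weighted equally the shares were 32.4% and 32.7%, a difference of 0.295 percentage points (exact p 0.976). With each clone weighted equally and clusters at resolution 0.5 the difference was 10.0 (exact p 0.00794). Without mouse 4 of the group without re-infection it was 7.53 (exact p 0.00794). Shuffled clone labels gave 54.2% and 59.2%, and in all 10 mice the observed share was below the shuffled one. In this comparison of classes, which left out unnamed clusters, clones of at least 2 cells numbered 473 and 763, of which 151 and 306 lay in at least 2 classes.

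**Figure D5:**
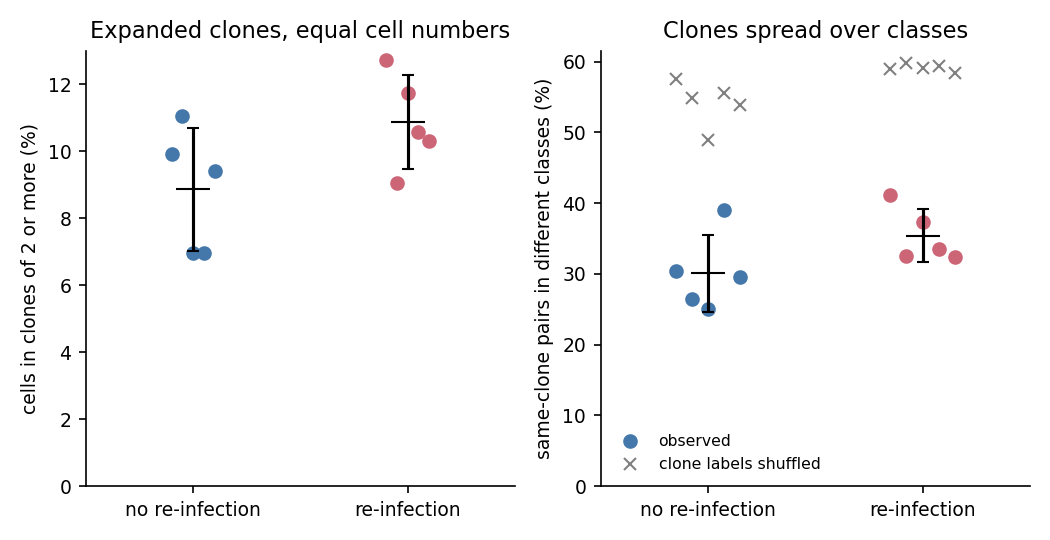
Left, percent of cells in clones of at least 2 cells, at 1024 cells per mouse. Right, percent of same-clone pairs of cells in different classes, each clone weighted equally (dots, mice; bars, mean ± SD; crosses, mean with clone labels shuffled, which was 54.2% without and 59.2% with re-infection).

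With re-infection, Tcm/Tfh-like cells with Mki67 and GC Tfh-like cells shared 3 clones, where shuffled labels gave 4.63 (permutation test within mice, two-sided p 0.5005). In 95% of shuffles 1 to 9 clones were shared, so the 3 clones do not differ from sharing at random. Cells with both Ifng and Il10 shared 90 clones with Tcm/Tfh-like or GC Tfh-like cells, fewer than the 130 of shuffled labels (95% of shuffles, 112 to 149; two-sided p 0.0001, the smallest possible). The shared clones numbered 32, 11, 23, 16 and 8 in mice 1 to 5, below the shuffled mean in each of the 5 mice. In cells thinned to 2000 UMIs, chosen after the data were seen, the numbers were 34 and 51.3 (p 0.0074).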

Values the study reported

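The study reported 28,296 polyclonal transcriptomes of high quality over both time points, after its filters on genes, mitochondrial reads, hashtag doublets and clusters of other cells. It pooled 5 mice per time point and called genes changed at a Bayes factor above 3.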

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

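The tests in this part set before their result was seen were the splits of the mice, the comparison of the other classes with naive-like cells, the limit of 700 nt on transcript length and the count of mice with the fewest UMIs; the others were chosen afterwards.

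The change with re-infection differed between classes of cells. It differed between Th1-like and GC Tfh-like cells in 1041 genes, and from that of naive-like cells in 3124 genes for Th1-like, 3016 for Tcm/Tfh-like, 111 for GC Tfh-like and 271 for Treg-like cells (edgeR quasi-likelihood interaction, Benjamini-Hochberg adjusted p under 0.05, 5 against 5 mice). On simulated data with genes changed by a log2 of 1, the tests against naive-like cells recovered 66%, 59.5%, 29.5% and 65.5% of them, so a gene not shown to differ may differ, in GC Tfh-like cells above all. Naive-like cells, which served as background, had 1087 changed genes themselves, and iNKT-like cells, which the filter of the study removes, had 1629. For each of these numbers, and for those of all antigen-experienced, Th1-like, Tcm/Tfh-like, GC Tfh-like and Treg-like cells, 1 of 100 splits of the mice gave as many genes, that split being the real one, so chance can be excluded. Splits of mice cannot separate infection from library, since every mouse of a time point was in the same library. Nor do they test the naming of classes, which took Th1-like cells mostly from different clusters at each time point.

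A difference between the libraries that moved all cells alike would change a class and the naive-like cells by the same amount. Of 5425 changed genes of Th1-like cells, 2757 changed differently from naive-like cells, as did 2737 of 6708 in Tcm/Tfh-like, 33 of 168 in GC Tfh-like and 193 of 1383 in Treg-like cells. For these genes a shared difference between libraries is excluded as the whole cause, although one that acts on some classes of cells more than on others is not. The remaining changed genes were not shown to change differently. For these genes an effect of infection on all cells and a difference between libraries cannot be told apart, because each time point is 1 library. Of all changed genes tested in naive-like cells too, 13.7% in Th1-like, 13.6% in Tcm/Tfh-like, 71.1% in GC Tfh-like (113 of 159) and 47.8% in Treg-like cells changed there in the same direction. Most of the 168 changed genes of GC Tfh-like cells may therefore be changes that naive-like cells share, at least in direction.

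In naive-like cells the largest rise of a gene not leading a cluster was that of Gbp6 (2.61, SE 0.0977, adjusted p 8.53e-24), a member of a family of interferon-induced genes with similar sequences. The largest falls were those of mt-Nd3 (-1.85), Crip1 (-1.45), Rps29 (-1.40), Rps28 (-1.36) and Rpl38 (-1.35). The naive-like cells lay in cluster 4 without and mainly in cluster 11 with re-infection, and Gbp2, Gbp10, Iigp1 and Oasl2 lead the latter and are not counted as results. Of the list of genes, 2 of 3 tested changed, over all genes and adjusted over the list alone, namely Ctla4 (0.86, adjusted p 0.00142) and Tnfrsf4 (0.85, adjusted p 0.0304). Tnfrsf4 was not past the threshold without mouse 2 (0.77) or 3 (0.66) of the group without re-infection, without mouse 1 (0.84) or 3 (0.47) of the re-infected group, or with the DESeq2 Wald test (0.82); its adjusted p over all alternatives was 0.0112 to 0.353. In iNKT-like cells the largest rises were those of Serpinb1a (4.10), Ffar2 (3.98), Socs3 (3.91), Plac8 (2.92) and Ms4a4c (2.77), of which Serpinb1a and Ms4a4c have similar paralogs. Id3 (-2.44), mt-Nd3 (-1.78), Gm4258 (-1.76), Polr2l (-1.74) and Rps29 (-1.59) fell most. Of the list, 3 of 5 genes tested changed on both counts: Tigit (3.91), Ctla4 (2.36) and Lag3 (2.15, and 3.10 without mouse 1 of the group without re-infection). Of the changed genes of iNKT-like cells tested in naive-like cells too, 39.96% changed in both and in the same direction.

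Genes with very short transcripts had a lower change with re-infection in each set of cells. Outside ribosomal and mitochondrial genes, those with transcripts under 500 nt had the lower median log2 fold change in 7 of 7 sets, by -0.43 to -0.20. At 700 nt, the limit set beforehand, they had it in 4 of 7 sets, with differences of -0.16 to 0.11. The trend over all lengths ran the other way, with a Spearman correlation of length and log2 fold change of -0.30 to -0.17. In all antigen-experienced cells the median was -0.212 both under 500 nt and from 5000 nt, against 0.28 at 700 to 1000 nt. A fall of ribosomal transcripts as such, whatever their length, is argued against as the whole cause. The 12 ribosomal genes under 500 nt had medians of -1.65 to -0.50 across sets, below those of ribosomal genes of 700 nt or more (-0.27 to 0.25, with 4 of 7 sets below 0) in each of the 7 sets. Mitochondrial genes were not tested in this way. A loss of short cDNA molecules in the library with re-infection stays open, since the limit of 500 nt was chosen after the fall had been seen and library and infection coincide. Lengths were known for 91.1% to 97.9% of tested genes. Genes under 500 nt made up 11.8% of changed genes with a known length in GC Tfh-like cells and 0.818% in all antigen-experienced cells.

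Of 204 groups of 5 mice compared in named genes or shares, 23 had a mouse whose distance to the nearest of the others passed Dixon's limit at 95%, where chance flags about 1 in 20 groups, or 10.2. For 20 of them the value was a gene's CPM. In 3 of the 20 the mouse lay among the others without the 1 cell that held most of the gene's UMIs, so for these a single cell is a sufficient technical account. They were Ccl3 in mouse 3 without re-infection (3.70 in all antigen-experienced cells and 37.2 in Th1-like cells, where 1 cell held 70 of 72 UMIs) and Ccl4 in Th1-like cells of the same mouse (88.3, with 168 of 171 UMIs in 1 cell).

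In 9 of the 20 the distance fell within the limit without that cell, but the mouse stayed outermost. Leaving out a cell always narrows such a distance, so the cause stays open. Without re-infection these were Lag3 in Th1-like cells of mouse 3 (53.7), Il2 in mouse 1 (31.6 in all antigen-experienced and 52.3 in Tcm/Tfh-like cells), Rrm2 (20.2), Ccna2 (10.1) and Spc24 (7.40) in Tcm/Tfh-like cells of mouse 2, and Tnf in Treg-like cells of mouse 3 (46.0). With re-infection they were Pet100 in mouse 3 (68.8) and Ctla4 in mouse 5 (674), both in GC Tfh-like cells, of which these mice gave 56 and 32 cells. The top cell held from 4.58% of UMIs (Tnf) to 56.7% (Rrm2 and Ccna2).

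In 7 of the 20, all with a high mouse, the distance stayed beyond the limit without that cell, so that a single cell is excluded as the whole cause. With re-infection, mouse 1 was high in Ccl4 (444 in all antigen-experienced and 1132 in Th1-like cells, from 122 cells), in Ccl3 (139 and 358) and in Lilrb4a of Treg-like cells (126), mouse 2 in Dapl1 (20.4) and mouse 5 in Tsc22d3 of Tcm/Tfh-like cells (32.3). The last of the 20 was mouse 2 without re-infection, low in Cxcr5 (64.1), for which leaving out a cell is no test. The mouse had the fewest UMIs of its group in 6 of the 20, so low depth is not shared by most of them. No design factor differs between mice of a time point, and no biological explanation was tested.

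In the other 3 groups the value was a share of cells, made by at most 2 cells. The Mki67 share of GC Tfh-like cells in re-infected mouse 5 was 3.45% (1 of 29 cells). The share with both Ifng and Il10 without re-infection was 0.103% in all antigen-experienced cells of mouse 5 (2 of 1934 cells) and 0.287% in Th1-like cells of mouse 3 (1 of 348 cells). Counting error alone is a sufficient explanation for these.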

How the results depend on the processing

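Tests chosen only after the data were seen were the comparison of cluster 9 with cluster 2, clone sharing in thinned cells, repeated thinnings, draws of equal cells, the expanded clone share without mouse 2 at an unchanged number of cells, and all alternatives for naive-like and iNKT-like cells. Of 374 alternatives to 23 main results, 355 kept direction, side of the threshold and, for numbers of genes, stayed within 1.5 times. Of 2370 alternatives to 132 values of named genes, 2334 kept direction and side of the threshold, 15 lost and 11 gained a call, and 10 changed sign.

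Thinning all classes to equal UMIs left 608 changed genes in Th1-like, 513 in Tcm/Tfh-like and 187 in Treg-like cells, and 304 that differed between Th1-like and GC Tfh-like cells; fewer counts are the construction of this alternative. In GC Tfh-like cells, changed genes numbered 623 at resolution 0.5, 973 with genes centred within libraries and 1314 with cell cycle and outcome genes kept in the clustering, and 136, 138 and 137 of the 168 genes were among these. Centring and keeping those genes also raised the genes that differed between Th1-like and GC Tfh-like cells, to 1863 and 2945. The DESeq2 Wald test lowered the genes that differed from naive-like cells to 2031 in Th1-like, 70 in GC Tfh-like and 116 in Treg-like cells; the cause was not tested.

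The Mki67 share of GC Tfh-like cells changed by 0.547 percentage points with genes centred within libraries, against a fall otherwise, and that of Treg-like cells by 0.592 when cycling was called from at least 2 of 5 genes. The expanded clone share fell by 0.345 percentage points for clones of 4 or more cells. The share of same-clone pairs in different classes, each clone weighted equally, passed the threshold at resolution 0.5 (10.0, exact p 0.00794). None of these differences but the last passed a threshold, and the cause was not tested. Il2 in Tcm/Tfh-like cells changed sign without mouse 2, 3, 4 or 5 of the group without re-infection (-0.00271, -0.0464, -0.0602 and -0.0405), at resolutions 0.5 and 1.5 (-0.0188 and -0.0269) and with centred genes (-0.0293). With cell cycle and outcome genes kept, signs changed for Tnf (-0.0145) and Ctla4 (-0.32) in GC Tfh-like cells and Tnf in Treg-like cells (-0.000627). The cause was not tested.

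With each mouse left out, changed genes numbered 7964 to 8276 in all antigen-experienced, 5183 to 5736 in Th1-like, 6660 to 6986 in Tcm/Tfh-like, 142 to 172 in GC Tfh-like, 1128 to 1312 in Treg-like, 916 to 1097 in naive-like and 1251 to 1706 in iNKT-like cells. Genes that differed numbered 810 to 1048 for Th1-like against GC Tfh-like cells and, against naive-like cells, 2680 to 3184 for Th1-like, 2662 to 2976 for Tcm/Tfh-like, 79 to 100 for GC Tfh-like and 207 to 257 for Treg-like cells. The rise of the Mki67 share was 15.5 to 16.5 percentage points in Th1-like and 4.84 to 5.35 in Tcm/Tfh-like cells, and its change was -1.12 to -0.00180 in GC Tfh-like and -1.89 to -0.0112 in Treg-like cells. The share with both Ifng and Il10 rose by 3.38 to 3.84 in all antigen-experienced and 9.93 to 11.9 in Th1-like cells, and the Sostdc1 share of GC Tfh-like cells by 8.84 to 12.9. The expanded clone share differed by 1.47 to 3.02, passing the threshold without mouse 2 of the group without re-infection (3.02, exact p 0.0317). There the number of cells drawn per mouse rose from 1024 to 1208 as well; with 1024 kept it was 2.57 (exact p 0.0476). Pairs in different classes differed by 3.85 to 7.53, passing it without mouse 4 of that group (7.53, exact p 0.00794). Il2 in Tcm/Tfh-like cells ranged from -0.0602 to 0.53, the highest without mouse 1 of the group without re-infection. Clones shared with GC Tfh-like cells numbered 2 to 3, and clones shared by cells with both Ifng and Il10 58 to 82, with 58 (94.5 shuffled) without re-infected mouse 1.

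Mice of the time points share hashtag numbers, and the labels name no shared litter or batch. In a check of whether same-numbered mice deviated together, 0 pairs had a correlation over 0.1, so the numbers do not pair them. With the hashtag number as a replicate block, 8133 genes changed in all antigen-experienced, 5258 in Th1-like, 6817 in Tcm/Tfh-like, 185 in GC Tfh-like and 1343 in Treg-like cells, and no call of a named gene changed. Results for Th1-like cells at resolution 0.5 were not run, because that clustering left 1 mouse without re-infection with 0 Th1-like cells and the others with too few. Depth limits the GC Tfh-like cells most: 2779 genes could be tested there, against 9639 in Th1-like cells.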

Other observations

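Tests chosen only after the result was seen were the comparison of Th1-like with GC Tfh-like cells at equal UMIs and at equal cells and UMIs, the counts of GC Tfh-like genes at matched UMIs and cells, and the counts of shared clones for each library.

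Th1-like cells had 33.3 times as many changed genes as GC Tfh-like cells with all counts. A larger number of cells and UMIs accounts for much of that ratio, but not for all of it, since the smallest ratio was 4.11 over 10 thinnings to equal UMIs per mouse and 3.85 over 10 draws of equal cells per mouse thinned to equal UMIs. Naming may also add to the ratio, since GC Tfh-like cells were a single cluster at both time points while Th1-like clusters mostly differed. How many genes change in GC Tfh-like cells also rests on which cells are given that name. At the UMIs of the clustering used here, the class drawn from 3 other clusterings gave 408, 440 and 531 changed genes, the smallest being 2.43 times the 168 of the report. With cells per mouse drawn to the numbers of the clustering used here as well (all cells where a mouse had fewer), 10 draws gave 345 to 427, 313 to 404 and 473 to 559, at least 1.86 times the 168. More cells and UMIs alone are therefore excluded as the reason for the higher numbers. A changed make-up of the class is a candidate explanation, since those clusterings gave the class many more cells at one of the time points.

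Cells with UMIs of both Ifng and Il10 might arise from free RNA in droplets or from droplets holding a pair of cells. Of naive-like cells of the same library, 0 of 1042 had both genes (up to 0.288% allowed), against 7.34% of Th1-like cells in the lowest mouse. A cell with its own Ifng would need only Il10 from free RNA, so the rate of each gene alone matters. With re-infection, Il10 was found in 0% of cells in naive-like clusters 4 and 11 (342 and 700 cells), and Ifng in 0% and 0.429%. In cluster 2 the shares were 21.6% for Il10 and 39.8% for Ifng, which argues against free RNA. Droplets with a pair of cells should carry more receptor chains. Yet 3.67% ± 1.70 (SD, n = 5) of Th1-like cells with both genes had at least 2 TRB chains, against 6.56% ± 1.30 of other Th1-like cells, and the share was higher in 1 of 5 mice (exact two-sided test over 32 sign changes, p 0.125, smallest possible 0.0625). Within Th1-like cells, co-expression by single cells remains as a hypothesis.

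Gcg, the proglucagon gene, was among the genes with the largest rise. With re-infection 191 cells in all 5 mice held 5544 Gcg UMIs, with a median of 10 and a maximum of 262 per cell, and 177 of the 191 were Th1-like. Without re-infection 6 cells held 73. At 2000 UMIs per cell, Gcg was found in 0.155% of Th1-like cells without and 3.45% with re-infection, and unthinned in 0.247% and 4.68%. Free RNA as the source is argued against by naive-like cells, of which 1 of 1042 had a Gcg UMI at that depth (0.0960%, exact 95% interval 0.00243% to 0.534%), against 2.39% of Th1-like cells in the lowest mouse. Transcription running on from Ifih1, an interferon-induced gene of the same region, could also bring such UMIs. It would give a like ratio of both genes in every class. Gcg UMIs per Ifih1 UMI were 1.92 ± 0.547 in Th1-like cells, but 0.0143 in naive-like and 0.0208 in Tcm/Tfh-like cells and 0 in iNKT-like cells. These ratios argue against transcription running on from Ifih1. Other genes of the region were not tested. Expression in a subset of Th1-like cells after re-infection is left as a hypothesis. The cells were not of a single clone, as 171 with a clone fell into 164 clones. In mouse 5, 8 same-clone pairs of Th1-like cells both had Gcg, where 0.321 were expected from its share, but mice 1 to 4 had 0, 0, 1 and 0 such pairs (0.209, 0.266, 0.346 and 0.140 expected); no test was made of this.

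Some clones, by nucleotide sequence of both chains, were found in more than 1 mouse. Pairs of mice in the same library shared a mean of 1.55 clones (31 over 20 pairs), and pairs from different libraries 0.88 (22 over 25 pairs), a difference with an exact permutation p of 0.0476 (126 splits, two-sided). Most of the excess came from the library with re-infection, with 2.3 clones per pair (23 over 10 pairs, 7 of them in 1 pair), while pairs without re-infection shared 0.8 (8 over 10 pairs), a difference from pairs of different libraries of -0.08. Scaled by the number of possible pairs of clones, the means were 2.77 times that of different libraries with and 1.16 times without re-infection, so the sign for the library without re-infection depends on the scale. Cells given to the wrong mouse by their hashtags, and the same receptors arising in different mice, cannot be told apart here, and the cause stays open.

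Without re-infection 4.73% and with re-infection 4.94% of antigen-experienced cells had at least 2 TRB chains. Expanded clones made up 21.0% ± 7.33 of Th1-like cells without and 28.3% ± 3.37 with re-infection, with all cells and hence unequal numbers per mouse. The shares were 10.1% ± 5.75 and 16.9% ± 8.71 in GC Tfh-like cells and 13.3% and 13.4% in Tcm/Tfh-like cells. In Treg-like cells they were 9.62% and 9.53%, and in interferon-high cells 9.22% and 9.80%. These differences were not tested.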
